A study of Drosophila melanogaster with 6 samples. Its data were reported in "The BET protein FSH functionally interacts with ASH1 to orchestrate global gene activity in Drosophila" (2013).

How the data were processed

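The samples were 6 RNA-seq libraries of S2-DRSC cells, a line of Drosophila melanogaster cells grown in culture. Per the labels, the cells received either JQ1 or the solvent DMSO, for 1 or 20 h with DMSO and for 1, 2, 4 or 20 h with JQ1. Each condition was represented by 1 library. The JQ1 dose was 10 µM. The input was 4 µg of total RNA per library, enriched for polyadenylated transcripts. Reads were single-end, 50 cycles long, and all 6 libraries shared a lane.

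The deposited files held raw read counts per gene. The authors aligned the reads with TopHat to the fly genome using the gene models of Ensembl release 64, and counted uniquely mapping reads per gene with HTSeq-count. Neither the tool versions nor the use of strand in the counting were stated, so a gene that overlaps another on the opposite strand could share or lose reads. The authors' own fold changes were not analysed here. Each file listed 14869 gene identifiers and 5 lines that named no gene, which counted reads outside gene models, ambiguous reads and alignments that were not unique, among others. Those 5 lines made up 21.9% to 27.3% of the records of a library and were left out of library sizes and tests. The line for alignments that were not unique may count alignments and not reads, so its share is only comparable between these libraries.

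Gene symbols were taken by identifier from the annotation of the release 6 assembly (Ensembl release 115), which matched 13524 of 14869 identifiers (91.0%) and 7987 of the 8690 tested genes (91.9%). The counts were made with models of release 5, so no coordinates are given, and the newer annotation was used only for symbols, chromosome names, exon numbers and exonic lengths. GC content was not analysed here.

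As in the authors' work, the scaling rested on an index of the 100 genes most abundant in the control. How the authors turned the index into factors was not stated, and the formula used here was chosen for this purpose. The factor of a library was the median, over the index genes, of its count divided by the geometric mean over the 6 libraries, as in DESeq. The index held 49 cytoplasmic ribosomal protein genes and 0 mitochondrially encoded genes, and 82 of the 100 had a symbol. A count divided by the factor is called a scaled count. Genes with a mean of at least 10 scaled counts over the 6 libraries were tested, which left 8690.

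The JQ1 libraries were compared with the DMSO libraries by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. All 6 libraries entered the fit, with 4 in the JQ1 group and 2 in the DMSO group, and no covariate. Because the libraries of a group differ in treatment duration, the spread within a group includes changes with time. For a single time point, the log2 fold change was computed as log2 of (JQ1 + 1) over (mean DMSO + 1) in scaled counts, and genes beyond 2-fold were counted. With 1 library per time point these values have no replicate check and carry no p-value. The pseudocount of 1 understates changes of low genes. The background was the DMSO 20 h library set against the DMSO 1 h library in the same manner.

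The 4 time points share their DMSO libraries, so their fold changes correlate even where nothing changed. This was measured with 100 simulated experiments in which libraries were drawn with the DMSO means and the dispersion of the DMSO pair, and set against the same controls. Gene sets were defined by symbol, and the median of a set was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. This describes these libraries and is not a test of the conditions.

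The genes named in the report followed a rule. It took the 5 genes with the most negative and the 5 with the most positive edgeR log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 50 scaled counts, and all 4 JQ1 libraries on the same side of both DMSO libraries. A fixed list of 20 genes was added, made of genes the study names and of 2 genes known to respond to such inhibitors in mammals. Of the 20, 19 were matched by symbol to an identifier in the files and 14 were tested. The Myc gene was not matched by symbol, may be listed under an older identifier, and was not analysed here. Genes named outside this rule are said to be so. The grouping, the tests, the scaling, the gene sets, the rule for named genes and the alternatives were chosen before the data were examined.

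Alternatives were 6 other scalings (the sum over the index genes, an index of 500 genes, total counts, the mitochondrially encoded genes, TMM, and DESeq2 median-of-ratios factors), no filter or a minimum of 50 scaled counts, a pseudocount of 5, each DMSO library as the only control, leaving out each JQ1 library, treatment duration as a block, and the Wald test of DESeq2 1.42.0. Shares of counts in a single library have 95% Wilson intervals, and log2 fold changes of single genes have 95% intervals from the exact binomial interval of the raw counts. Both cover counting error only, because reads without molecular identifiers are not independent molecules.

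The procedures were tested on simulated data with 200 changed genes. For the comparison of 4 JQ1 with 2 DMSO libraries, edgeR recovered 200 of 200 with 8 false calls over 8577 genes when the dispersion was that of the DMSO pair, and 179 of 200 (89.5%) with 6 false calls over 8583 genes when it was the dispersion within both groups. For each of the 4 time points the fold change step was run on 8577 genes. It recovered 99.0% to 100% of the changed genes, with 11 to 29 false genes past 2-fold. In that simulation the scaling was off by at most 0.704%. The changed genes there, 103 down and 97 up, all changed by more than 2-fold, and the other genes were level. Neither simulation held a shift of most genes. They therefore do not test the scaling or the recovery under such a shift. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1.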

Results

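JQ1 is a small molecule that occupies the acetyl-lysine pocket of BET bromodomains and displaces BET proteins from chromatin. The fly has a single BET gene, fs(1)h, whose product FSH associates with active promoters. To ask how gene expression responds when this protein is inhibited, S2-DRSC cells were treated with 10 µM JQ1 for 1, 2, 4 or 20 h, or with the solvent DMSO for 1 or 20 h, and polyadenylated RNA was sequenced. The 6 libraries fell into a DMSO group of 2 and a JQ1 group of 4, with 1 library per treatment and time. Reads assigned to genes numbered 27786072 and 24547077 in the DMSO libraries of 1 and 20 h. The JQ1 libraries of 1, 2, 4 and 20 h held 28746578, 29823608, 26769735 and 29586573. Between 11170 and 11439 genes had at least 1 read in a library. All values below are read counts per gene made by the authors, scaled here on the 100 genes most abundant in DMSO.

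The 2 DMSO libraries served as the background. Their counts differed by more than sampling noise (chi-square of 36176 on 8669 degrees of freedom, a ratio of 4.17), so they were kept as separate libraries. Every pair that included a JQ1 library differed further, with ratios from 32.4 to 418. The biological coefficient of variation was 0.0415 between the DMSO libraries and 0.273 within groups over all 6 libraries. Of 8690 tested genes, 31 were below 50% and 38 above 200% in DMSO 20 h against DMSO 1 h, with a median log2 fold change of 0.05.

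The composition of the libraries changed with JQ1. The 100 index genes took 29.0% of gene reads in DMSO 1 h (Wilson 95% interval 29.02% to 29.06%) and 28.5% in DMSO 20 h (28.49% to 28.52%). With JQ1 they took 34.1% at 1 h (34.11% to 34.15%), 35.1% at 2 h (35.08% to 35.11%), 36.3% at 4 h (36.31% to 36.35%) and 33.0% at 20 h (32.97% to 33.00%). The intervals cover counting error only. Scaling on these genes therefore lowers the other genes relative to a scaling on total reads, and the counts that follow are relative to the index. No external standard was used here, so absolute amounts per cell are not known.

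Comparing all JQ1 libraries with both DMSO libraries, 3853 genes (44.3% of 8690) were lower and 124 genes (1.43%) were higher at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. In each of these genes all 4 JQ1 libraries lay on the same side of both DMSO libraries. Over all tested genes such a separation occurred downward in 5899 (67.9%) and upward in 325 (3.74%), where chance alone gives 6.67% in each direction. That chance value holds only without a shift common to all genes, and on the index scale there is such a shift. The separation was not recomputed under other scalings, so its distance from chance is not evidence apart from the scaling. The called genes had a median log2 fold change of -1.04 when lower and 1.36 when higher, and 2084 lower and 100 higher genes were beyond 2-fold. Among the fits to all 6 libraries, the scaling moved these numbers the most. With DESeq2 factors over all genes, which bring the median of all genes from -0.63 to 0.00044, edgeR called 482 lower and 460 higher genes, so the share of lower genes among called genes went from 96.9% to 51.2%. TMM gave 565 lower and 436 higher genes (56.4% lower). With an index of 500 genes, total counts or mitochondrially encoded genes, the share of lower genes was 92.7%, 91.1% and 92.6%. Single libraries mattered as well. Without the JQ1 2 h library edgeR called 2202 lower and 60 higher genes, without the 4 h library 2658 and 68, without the 1 h library 3886 and 186, and without the 20 h library 5586 and 214. With treatment duration as a block, which leaves the 4 libraries of 1 and 20 h, edgeR called 0 lower and 0 higher genes, and 2642 genes had an unadjusted p under 0.05.

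The 5 genes with the largest decrease by the naming rule were CG13088, CG6345, CG4497, CG4424 and CG7785. CG13088 (FBgn0032047) went from 213 ± 15.5 scaled counts (SD, n = 2) in DMSO to 10.1 ± 5.02 (SD, n = 4) in JQ1, a log2 fold change of -4.37 ± 0.39 (SE) with an adjusted p-value of 0.00457 in edgeR. CG4424 (FBgn0038765) went from 266 ± 10.9 (SD, n = 2) to 24.04 ± 3.88 (SD, n = 4), a log2 fold change of -3.47 ± 0.25 (SE), and was already at 23.7 scaled counts in JQ1 1 h. The log2 fold changes of CG6345 (FBgn0037816), CG4497 (FBgn0031895) and CG7785 (FBgn0038564) were -3.60, -3.59 and -3.40, with adjusted p-values between 0.00574 and 0.0119 in edgeR. CG4497 had 1 read in JQ1 20 h against 227 in DMSO 1 h and 192 in DMSO 20 h. Its log2 fold change there, against the mean of both DMSO libraries and with the pseudocount, was -6.98. The counting interval ran from -13.28 to -5.49. It rests on the raw counts of both DMSO libraries without a pseudocount, so it is not centred on that value.

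The 5 genes with the largest increase were CG4733, side-V, CG15482, mspo and CG6847. CG4733 (FBgn0038744) went from 99.4 ± 8.26 scaled counts (SD, n = 2) to 2346 ± 931 (SD, n = 4), a log2 fold change of 4.56 ± 0.49 (SE) with an adjusted p-value of 0.00457 in edgeR. Its scaled counts were 1214 at 1 h, 2182 at 2 h, 2520 at 4 h and 3470 at 20 h. CG6847 (FBgn0030884) went from 149 ± 22.96 (SD, n = 2) to 1109 ± 397 (SD, n = 4). The DMSO levels of side-V (FBgn0085400), CG15482 (FBgn0032483) and mspo (FBgn0020269) were only 15.3, 9.47 and 16.9 scaled counts, which leaves wide intervals. Their log2 fold changes were 4.21, 3.73 and 3.15. Without the JQ1 4 h library the adjusted p-value of mspo in edgeR rose from 0.0247 to 0.0549. The other 9 genes kept an adjusted p-value under 0.05 whichever JQ1 library was left out. CG4497 was no longer called with TMM (0.0512 in edgeR) and DESeq2 factors (0.0520), while the other 9 were called under each of the 6 other scalings. None of the 10 was called with duration as a block.

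**Figure D1:**
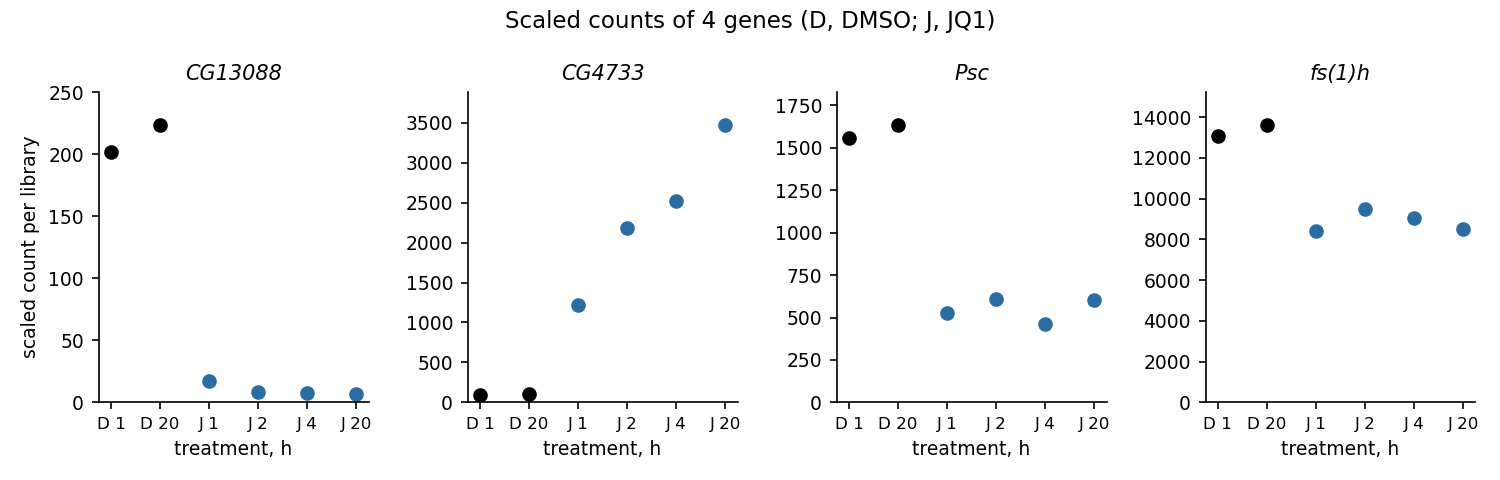
Scaled read counts (y axis, linear) of 4 genes in each of the 6 libraries (x axis, treatment and hours; D, DMSO, black; J, JQ1, blue), 1 point per library. All 4 JQ1 points lie below both DMSO points for CG13088, Psc and fs(1)h and above them for CG4733.

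At single time points, the question was how many genes fell below 50% or rose above 200% of the DMSO level. At 1 h, 1689 genes were below 50% and 76 above 200%. At 2 h the numbers were 2701 and 205, at 4 h they were 3436 and 174, and at 20 h they were 2726 and 382. The median log2 fold change over all genes was -0.54, -0.65, -0.81 and -0.59 in the same order. Genes beyond 4-fold numbered 146 down and 13 up at 1 h, 488 and 28 at 2 h, 894 and 37 at 4 h, and 909 and 91 at 20 h. These counts rest on 1 JQ1 library each and have no replicate check. In 100 simulated experiments with no change, at most 30 genes were down and 21 up at 4 h. Against the DMSO library of its own duration, JQ1 1 h gave 1633 genes down and 92 up, and JQ1 20 h gave 2783 down and 371 up. Among the 6 other scalings the largest shift again came from DESeq2 factors over all genes, with 1177 down and 654 up at 4 h. The share of down genes among those past 2-fold was 95.2% at 4 h on the index and 64.3% with those factors, and over all times and the 6 other scalings it was lowest at 62.8%.

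**Figure D2:**
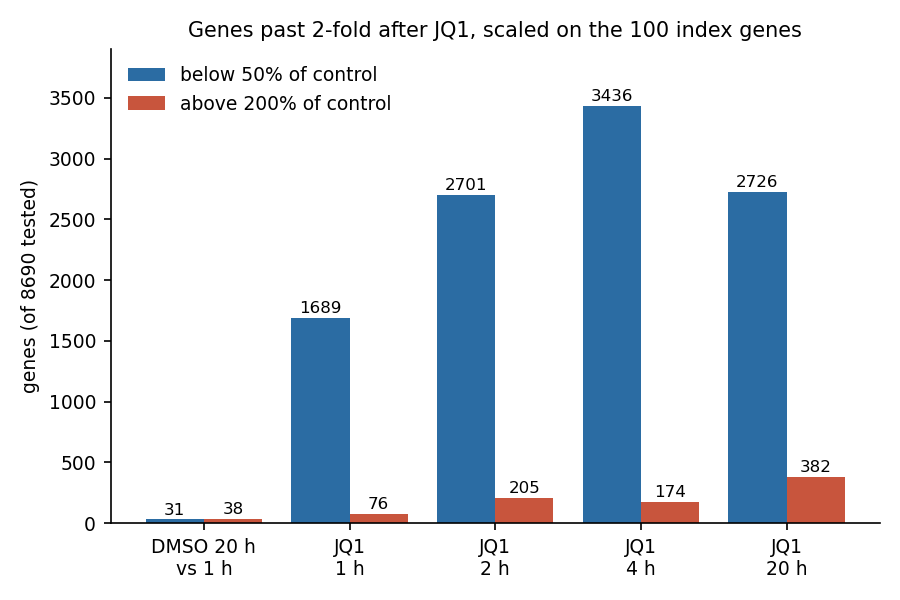
Number of genes (y axis, of 8690 tested) below 50% (blue) or above 200% (red) of the control level, for DMSO 20 h against DMSO 1 h and for JQ1 at 1, 2, 4 and 20 h against the mean of both DMSO libraries (x axis). Down genes number 1689, 2701, 3436 and 2726 over time, against 31 between the DMSO libraries.

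**Figure D3:**
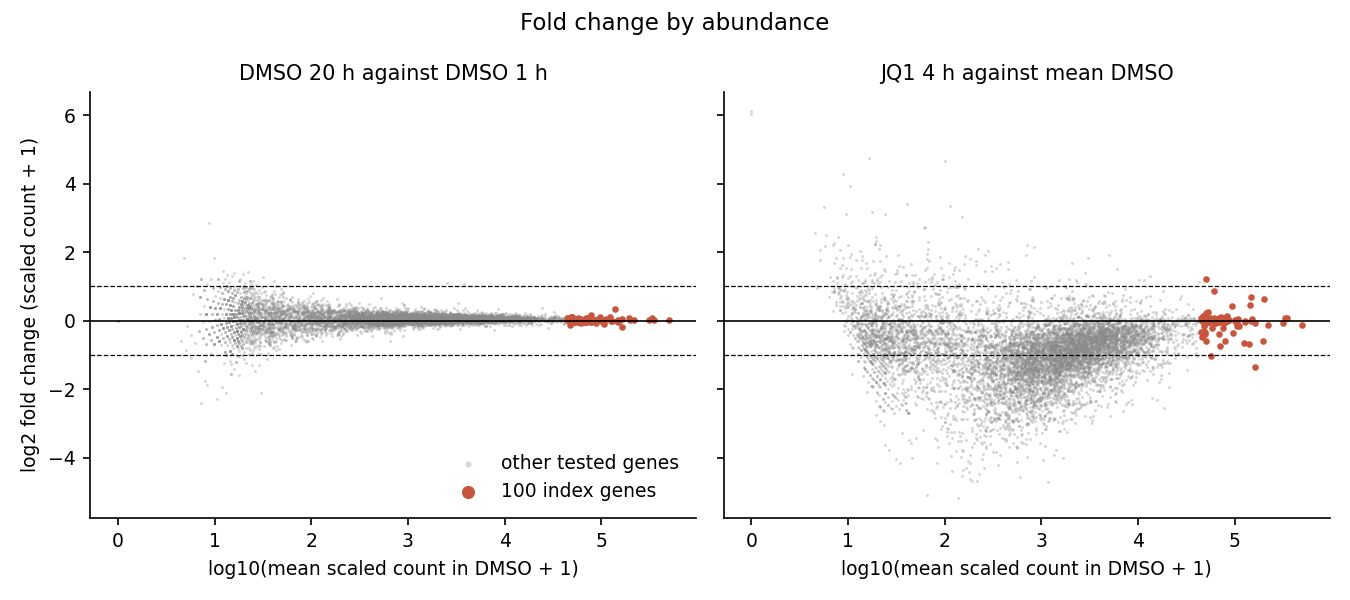
Log2 fold change (y axis) against log10 of the mean scaled count in DMSO plus 1 (x axis) for each tested gene, between the DMSO libraries (left) and for JQ1 4 h against mean DMSO (right); red points are the 100 index genes and dashed lines mark 2-fold. Between the DMSO libraries 31 genes lie below the lower dashed line and 38 above the upper one, against 3436 and 174 for JQ1 4 h.

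The next comparison asked whether genes low at 4 h were already low earlier and stayed low. Of the 3436 genes below 50% at 4 h, 42.4% were below 50% at 1 h, 71.5% at 2 h and 61.4% at 20 h, and 2508 (73.0%) were below 50% at 1 h, 2 h or both. In the simulated experiments, where only the shared controls link the times, these shares averaged 6.71%, 7.20% and 8.20%, and the highest single value was 26.3%. Nearly all of the 3436 genes were below the DMSO level to some degree, with 99.6% at 1 h, 99.5% at 2 h and 96.9% at 20 h, where the simulations averaged 74.6% to 75.3%. The simulations hold no shift of all genes, and of all tested genes 90.9%, 85.9% and 79.0% were below the DMSO level at these times. The median log2 fold change of the 3436 genes was -0.90, -1.27, -1.51 and -1.21 at 1, 2, 4 and 20 h. A group of 926 genes (26.9%) was below 50% at all 4 times. In 783 genes (22.8%) the level dropped at every step from 1 to 20 h. By 20 h, 525 genes (15.3%) were again within 1.5-fold of DMSO, and 105 (3.06%) were at or above it. Conversely, 565 genes were below 50% at 20 h and at no earlier time. Counting any time point, 4381 genes (50.4%) fell below 50% at least once.

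Increases followed another course. Of 382 genes above 200% at 20 h, 259 were above it at no earlier time, and 40 genes were above it at all 4 times. Across genes, the log2 fold changes at 4 h had a Pearson r of 0.747 with those at 1 h, 0.899 with 2 h and 0.749 with 20 h, where the simulations gave means of 0.369 to 0.387 and at most 0.430. For another pair of times, 1 h with 20 h, each was set against its own DMSO library, so that they shared no control. Their r was 0.450. No r with shared controls was computed for this pair, so the value does not measure what the shared controls add. Genes are not independent replicates, so these coefficients describe the libraries only.

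The size of the decrease varied with abundance. Tested genes were split into 5 groups of equal size by their DMSO level. From the lowest to the highest group, 25.6%, 61.2%, 58.2%, 36.2% and 16.5% of the genes were below 50% at 4 h. The median log2 fold change was -0.49, -1.27, -1.14, -0.81 and -0.49. The lowest group ran from 0 to 109 scaled counts in DMSO. Genes were kept by their mean over all 6 libraries. A gene with a DMSO level under 10 was thus kept only if its JQ1 mean was higher. The filter therefore lowers the share of decreases in the lowest group, by an amount that was not measured.

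Gene sets fixed by symbol moved apart from each other. Because scaling shifts all genes alike, each set is given with its distance from the median of all genes, which a scaling leaves nearly as it is by construction. The 75 cytoplasmic ribosomal protein genes had median log2 fold changes of 0.03, 0.01, 0.01 and -0.0035 at 1, 2, 4 and 20 h (the sign at 2 h flips with mitochondrially encoded genes as the scale, and that at 20 h with each scaling except the sum over the index genes and with a minimum of 50 scaled counts), or 0.57, 0.66, 0.82 and 0.59 above all genes. Of these 75, 49 belong to the scaling index and are near 0 by construction. The random lists, matched on expression, themselves had medians of -0.20, -0.13, -0.15 and -0.05. Much of the distance from all genes was thus shared by other genes of like abundance. The median of the set stood at percentile 100 of the random lists at 1, 2 and 4 h. At 20 h it stood at percentile 84.5, which was ordinary for matched lists. For each set the percentile allows for abundance and the distance from all genes does not. The 68 mitochondrial ribosomal protein genes fell with medians of -0.46, -0.84, -1.20 and -0.91, or 0.08, -0.19, -0.39 and -0.32 relative to all genes, which was percentile 100, 98.3, 43.5 and 23.01. TMM and DESeq2 factors placed their 1 h median above 0, at 0.070 and 0.091.

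The 34 proteasome genes stood above all genes by 0.32, 0.33, 0.43 and 0.67, at percentiles from 97.3 to 99.96. On the index scale their medians were -0.22, -0.32, -0.37 and 0.08, but TMM and DESeq2 factors turned those at 1, 2 and 4 h positive, total counts that at 1 h, and the sum over the index genes turned that at 20 h negative (-0.03). The 12 heat shock protein genes had medians of -0.11, 0.08, 0.04 and 0.23, or 0.44, 0.73, 0.85 and 0.83 above all genes, at percentiles from 98.0 to 99.9, with members moving both ways, and the 1 h median turns positive with an index of 500 genes, total counts, TMM and DESeq2 factors. At 20 h, 4 of the 12 were above 200% and 1 was below 50%. For the 9 mitochondrially encoded genes the medians were -0.11, 0.01, -0.24 and -0.36 on the index scale, where the sign at 4 h flips with an index of 500 genes, total counts, TMM and DESeq2 factors, that at 20 h with TMM, DESeq2 factors and these genes themselves as the scale, that at 1 h with all of these 5, and that at 2 h with these genes as the scale. Their distance from all genes was 0.43, 0.65, 0.57 and 0.23, at percentiles 99.91, 99.96, 98.18 and 57.81 of the random lists. The 20 h distance was therefore ordinary for matched lists. Between the DMSO libraries the distance of these genes was already 0.116. Only 4 histone genes passed the count filter, which was too few to report.

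**Figure D4:**
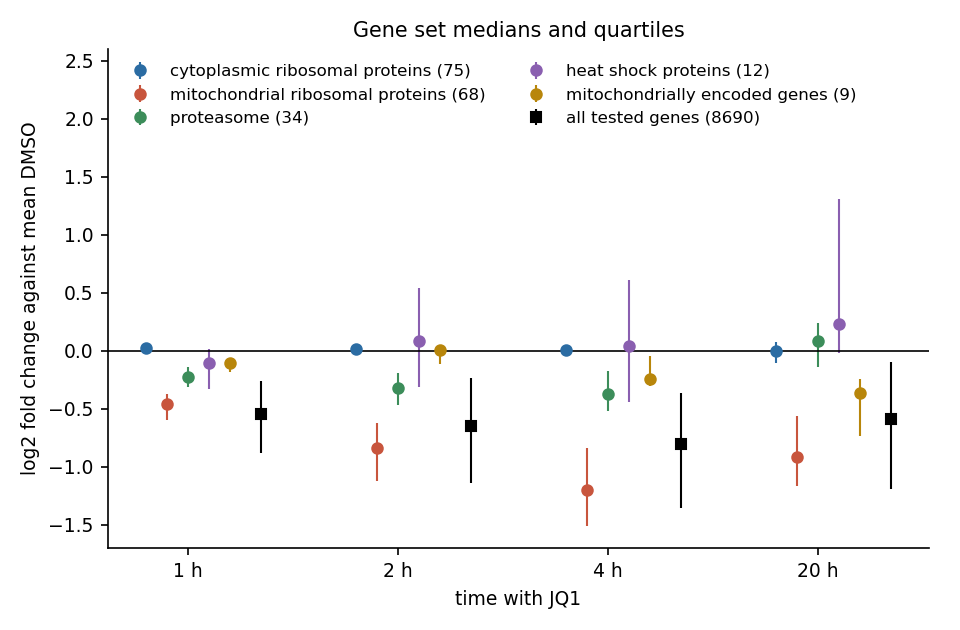
Median log2 fold change against mean DMSO (y axis; points are medians and bars span the quartiles over genes) of 5 gene sets and of all tested genes (black squares) at each time with JQ1 (x axis), with the number of genes in brackets. On the index scale cytoplasmic ribosomal protein genes stay near 0 while all genes have medians from -0.54 to -0.81; scaling on all genes would move every point up by the distance of the black square from 0.

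The fixed list asked about the drug's target, its partners and genes the study followed. Of 20 genes, 14 were tested, 8 were called over all genes tested and 8 when adjusted over the list alone. The transcript of the target, fs(1)h (FBgn0004656), went from 13343 ± 362 scaled counts (SD, n = 2) to 8867 ± 495 (SD, n = 4), a log2 fold change of -0.59 ± 0.10 (SE) with an adjusted p-value of 0.00799 in edgeR. This is close to the shift of all genes (-0.63), and the call was lost with total counts, mitochondrially encoded genes, TMM and DESeq2 factors as the scale. Among Trithorax and Polycomb group genes, Psc (FBgn0005624) fell by 1.54 ± 0.18 (SE) on the log2 scale with an adjusted p-value of 0.00457 in edgeR, and was called under each of the 6 other scalings. The decreases of ash1 (-0.75) and trx (-0.51) were called on the index scale, with adjusted p-values of 0.00794 and 0.0178 in edgeR, and both were lost with TMM, DESeq2 factors and mitochondrially encoded genes, that of trx also with total counts and an index of 500 genes. Pc (-0.61) had an adjusted p-value of 0.0464 in edgeR, which rose to 0.0541, 0.1002 and 0.0817 without the JQ1 library of 1, 2 or 4 h. The near-identical neighbours ph-p and ph-d share sequence, so their unique reads cover only part of each gene and both values are uncertain. The log2 fold change was -0.15 for ph-p (adjusted p-value 0.559 in edgeR) and 0.62 for ph-d (0.0452 in edgeR). The latter rose to 0.0668, 0.103 and 0.0844 without the JQ1 library of 1, 2 or 4 h, to 0.0581 with the sum over the index genes and to 0.0635 without a filter.

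Hexim (FBgn0038251), which encodes a regulator of the elongation factor P-TEFb, fell by 0.70 ± 0.17 (SE) on the log2 scale with an adjusted p-value of 0.0190 in edgeR, and 0.0564 without the JQ1 2 h library. That fall is close to the shift of all genes (-0.63), and its direction was not compared with the response in mammals. Cyp12c1 fell by 0.81 ± 0.24 (SE), with an adjusted p-value of 0.0321 in edgeR that rose to 0.0731 without the JQ1 2 h library and to 0.0656 without the 4 h library. The calls of Hexim, Cyp12c1 and Pc were also lost under 5 of the 6 other scalings, all but the sum over the index genes, with adjusted p-values in edgeR of 0.0649 to 0.764, 0.0970 to 0.558 and 0.149 to 0.948, and that of Pc without a filter (0.0822). None of the 8 called genes of the list was called with duration as a block. Spf45 (-0.38), Dad (-0.50), CecB (-0.72), ATPsynCF6 (-0.28) and CecA1 (0.72) did not pass the threshold, with adjusted p-values from 0.0658 to 0.182 in edgeR. Without the JQ1 20 h library Spf45, Dad and CecB did pass, at 0.00350, 0.0424 and 0.0254, and CecB also passed in the Wald test of DESeq2 with all 6 libraries (0.0309). The homeotic gene Ubx and H15 had 0 reads in all 6 libraries, which allows up to 3 reads per library for counting error alone. For abd-A, Abd-B and CG6280 no library reached 8 scaled counts, so these genes were not tested. A decrease or a small change could not be detected at this depth, and a large rise was not seen.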

Values the study reported

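The study treated the cells with 10 µM JQ1. It scaled the libraries on the 100 most abundant genes of the control condition. Its stated reason was that the counts were adjusted inappropriately by the usual size factors of DESeq. It reported that approximately 2,500 genes fell below 50% of their starting level at 4 h. This is fewer than were counted here at the same time and cutoff. The factors, the genes counted and the control level may differ between the counts. The study's heat map used regularized fold changes, while those here used a pseudocount. The counts are therefore not a like comparison, and the cause of the difference was not tested.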

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

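The test of library depth for the reads outside gene models was chosen only after the result was seen. In 30 measures of the 4 JQ1 libraries, 3 had a library far from the others, with a gap to the nearest library that, as a share of the whole range, exceeded Dixon's 95% critical value. Chance alone gives about 1 in 20. Each JQ1 library is also the only one of its time, so a true change with time and an unusual library cannot be separated for any of the 3.

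CG13088 had 17.6 scaled counts in JQ1 1 h and 7.01 to 8.52 in the other JQ1 libraries (gap of 0.858 of the range). CG6345 had 36.1 in the same library and 5.01 to 9.21 in the others (0.865). Without that library their log2 fold changes in edgeR went from -4.37 to -4.77 and from -3.60 to -4.55, so their decrease does not rest on it. An unfinished loss of the transcripts at the shortest treatment is the biological explanation the design offers, and it was not tested apart from the library.

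CecA1, which encodes an antimicrobial peptide, had 610 scaled counts in JQ1 20 h against 261 to 304 in the other JQ1 libraries (0.877) and 203 and 233 in DMSO. Without the 20 h library its log2 fold change went from 0.72 to 0.34. Its adjusted p-value in edgeR and DESeq2 was 0.0687 to 0.220 over the alternatives, so it was not called under any of them. DMSO 20 h did not show the rise, which leaves treatment for 20 h and a peculiarity of 1 library as open explanations, neither tested.

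Reads outside gene models, which enter no comparison, made up 5.62% of unique reads in JQ1 2 h (Wilson 95% interval 5.61% to 5.63%), against 5.26% and 5.44% in DMSO. Depth was tested as a cause. JQ1 20 h, with nearly the same number of unique reads, had 4.95%, below both DMSO libraries, which argues against depth. The interval covers counting error only and the DMSO libraries already differ by more than theirs, so the excess may be ordinary variation between libraries. The counts do not say where in the genome these reads lie, and no biological explanation was tested.

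For the 14 tested genes of the fixed list, 1 h and 20 h were compared for opposite directions beyond counting error, each against the DMSO library of its duration, and 0 of the 14 showed them. The 10 genes named for their size of change could not show them, since all their JQ1 libraries lie on the same side of DMSO by the rule that chose them.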

How the results depend on the processing

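No setting in this part was chosen after the results were seen. Scaling had the widest effect, and its direction follows from its construction, since a factor moves all genes of a library alike and TMM and DESeq2 factors assume that most genes are level. Genes down at 4 h outnumbered genes up on each of the 7 scales, and the same held at 1, 2 and 20 h. Which scale is closest to amounts per cell cannot be decided without an external standard.

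With DESeq2 factors over all genes the numbers of genes down past 2-fold at 1, 2, 4 and 20 h were 447, 947, 1177 and 1443, and those up were 232, 560, 654 and 847. The median log2 fold changes were 0.0098 (reversed), -0.0089, -0.021 and -0.029. Of the genes down at 4 h, 25.1%, 62.7% and 68.7% were also down at 1, 2 and 20 h. In edgeR 482 genes were lower and 460 higher. TMM gave 468, 998, 1305 and 1552 genes down, 222, 523, 584 and 769 up, medians of -0.011, -0.043, -0.097 and -0.095, shares of 24.8%, 60.7% and 68.6%, and 565 lower and 436 higher genes in edgeR. All of the 565 and of the 482 lower genes were among the 3853 called on the index scale.

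With total counts, 812, 1653 and 2181 genes were down and 140, 332 and 308 up at 1, 2 and 4 h. The medians were -0.23, -0.34, -0.46 and -0.50 over the 4 times, the shares were 31.0%, 66.2% and 71.9%, and edgeR called 1895 lower genes. An index of 500 genes gave 1022 genes down and 116 up at 1 h, medians of -0.32, -0.44, -0.55 and -0.45, shares of 34.5% at 1 h and 64.1% at 20 h, and 2248 lower genes in edgeR. With mitochondrially encoded genes as the scale, 1711 genes were down and 686 up at 20 h. The medians were -0.41 at 1 h, -0.61 at 4 h and -0.18 at 20 h, the shares were 38.4%, 81.4% and 49.2%, and edgeR called 1220 lower genes. The sum over the index genes moved the medians to -0.47 at 1 h and -0.70 at 20 h and the shares to 38.1% at 1 h and 67.8% at 20 h. Why the shares moved was not tested.

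Without a filter, 12658 genes were tested in place of 8690, and the genes up numbered 291, 523, 400 and 978. The medians were -0.50, -0.55, -0.67 and -0.49, and the shares were 66.7% at 2 h and 59.5% at 20 h. The added genes have few reads, so their fold changes scatter more. Cytoplasmic ribosomal protein genes then stood 0.53, 0.56, 0.68 and 0.49 above all genes. Mitochondrial ribosomal protein genes were at -0.29 and -0.53 relative to all genes at 2 and 4 h, and proteasome genes at 0.19 and 0.29. A minimum of 50 scaled counts left 7340 genes, with 36, 109, 104 and 252 up, medians of -0.71 at 2 h and -0.85 at 4 h, a share of 74.4% at 2 h, and cytoplasmic ribosomal protein genes 0.72 above all genes at 2 h. Fewer genes tested lowers a count by construction, and the cause of the other shifts was not tested.

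Some set medians changed sign on the log2 scale. For mitochondrial ribosomal protein genes this was at 1 h, with 0.070 under TMM and 0.091 under DESeq2 factors. For proteasome genes it was at 1 h with total counts (0.089), TMM (0.31) and DESeq2 factors (0.33), at 2 h with TMM (0.29) and DESeq2 factors (0.32), and at 4 h with TMM (0.34) and DESeq2 factors (0.41). Mitochondrially encoded genes changed sign at 4 h with the 500-gene index (0.018), total counts (0.11), TMM (0.47) and DESeq2 factors (0.55). At 20 h they did so with themselves as the scale (0.050), TMM (0.13) and DESeq2 factors (0.20), at 1 h with these 5 scalings (0.025 to 0.45) and at 2 h with themselves as the scale (-0.011). Further sign changes were those of proteasome genes at 20 h with the sum over the index genes (-0.032), of heat shock genes at 1 h with the 500-gene index, total counts, TMM and DESeq2 factors (0.11 to 0.39), and of cytoplasmic ribosomal protein genes at 2 h with mitochondrially encoded genes (-0.0072) and at 20 h with each scaling except the sum over the index genes (0.081 to 0.56) and with a minimum of 50 scaled counts (0.00094). A scaling moves a set and all genes alike, so it cannot test the distances from all genes. The filters moved the 9 distances given above, and others as well. Without a filter the distance of heat shock genes went from 0.85 to 0.67 at 4 h and from 0.83 to 0.60 at 20 h. That of mitochondrially encoded genes went from 0.57 to 0.41 at 4 h.

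Single genes changed sign in 16 combinations. TMM and DESeq2 factors gave 0.00068 and 0.051 for fs(1)h, 0.078 and 0.13 for trx, 0.20 and 0.25 for Spf45, 0.10 and 0.14 for Dad, and 0.31 and 0.36 for ATPsynCF6. DESeq2 factors gave 0.029 for Pc. For ph-p the values were 0.058 with the 500-gene index, 0.13 with total counts, 0.012 with mitochondrially encoded genes, 0.44 with TMM and 0.49 with DESeq2 factors. The other combinations of a named gene and an alternative gave 55 weaker, 4 stronger and 261 unchanged in direction and call.

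No paired analysis was possible because the replicate numbers follow the order of the samples and pair nothing, DMSO 2 being a 20 h library and JQ1 2 a 2 h library. Duration can be a block only for the 1 h and 20 h libraries, 2 of each treatment. In that fit edgeR called 0 lower and 0 higher genes, while 2642 genes had an unadjusted p under 0.05. This fit rests on 4 libraries, its power was not tested, and the count of 0 says nothing about stability. Leaving out each JQ1 library in turn gave from 2202 to 5586 lower and from 60 to 214 higher genes in edgeR. The lowest counts came without the 2 h library (2202 and 60) and the highest without the 20 h library (5586 and 214). Removing a DMSO library leaves 1 control, so edgeR was not run, and the share of 4 h genes also down at 1 h ranged from 42.0% to 44.3%. The Wald test of DESeq2 gave 4344 lower and 166 higher genes, with no adjusted p-value for 182 genes. A pseudocount of 5, and requiring 2-fold against each DMSO library, left each count of genes past 2-fold within 1.5 times its value.

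Depth limits low genes most. A gene with few reads has a wide counting interval, and the 1 library per time leaves fold changes at a single time without replicate error.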

Other observations

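The tests of counting noise, of the index genes, of abundant transcripts in absolute amount, of transcript length at 1 h and of the endoplasmic reticulum list were chosen only after the results were seen, and the form of the intron test was changed then. Of the 15 ways to split the 6 libraries into 2 and 4, only 1, the real one, gave as many genes with an adjusted p-value under 0.05 in edgeR, and the others gave 0 or 1. A share under 6.67% is out of reach in this design, so chance cannot be excluded by this count alone.

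Most genes past 2-fold at 4 h were down, 3436 against 174. With every library thinned to 24547077 gene reads, 3399 were down and 178 up, which argues against depth. Simulated libraries without change gave at most 30 down, which argues against counting noise and noise of the shared controls. If the 100 index genes alone had risen, other genes would be as low as the median. The 26 cytoplasmic ribosomal protein genes outside the index had a median of -0.016 (quartiles -0.057 to 0.044), with 0 of 26 below the median of all genes, and 8 of 9 mitochondrially encoded genes lay above it. A rise of abundant transcripts in absolute amount, with most genes level, cannot be told apart from a fall of most genes. Scaling on all genes puts the median at -0.021 by construction, and no external standard was used. The direction of the shift per cell therefore stays open.

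Transcript structure was set against the decrease at 4 h within 5 groups of DMSO expression, for 7987 genes with an annotated structure. Genes are not independent replicates. Exonic length had Spearman rho across genes of 0.046, 0.124, -0.118, -0.107 and -0.263 from the lowest to the highest group (median -0.107), where the DMSO pair gave 0.037, -0.053, -0.013, 0.048 and 0.237. In the second group the shortest transcripts fell more, with a median of -1.18 against -0.98 for the longest. A loss of long transcripts through degradation is thus excluded as the whole cause, while a part in the higher groups stays open. At 1 h rho was 0.030, -0.020, -0.389, -0.390 and -0.564. Short and level ribosomal protein genes do not account for this, since rho in the highest group was -0.508 without them. In the 3 higher groups rho was also negative, though weaker, at 2 h (-0.208, -0.158 and -0.307) and at 20 h (-0.092, -0.139 and -0.175). The sign is thus not confined to the JQ1 1 h library, although all times share their DMSO libraries. At 1 h the median rho was -0.389. For this larger size, more degradation in the 1 h library cannot be told apart from a response that differs with length. Counts per gene hold no position along the gene, and there is 1 library per time. GC content was not analysed here.

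The intron test was planned as a difference of more than 0.2 between genes with 6 or more exons and genes with 1 or 2, without a stated way to join the groups. The median of the 5 differences was first computed, at -0.021, which is within 0.2. Because the groups went both ways, the lowest difference and bootstrap intervals were then used. The differences were 0.06, 0.50 (0.30 to 0.67), -0.14, -0.02 and -0.21 (-0.31 to -0.12), the last being -0.208 before rounding to 2 decimals. Neither form decides. A median over groups that go both ways says nothing, and the differences in the second and the highest group are past 0.2 with opposite signs. An effect of intron number that changes with expression therefore stays open, while an effect of 1 direction at every level of expression is not what these groups show.

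X-linked genes fell less. Their median at 4 h was -0.68 over 1385 genes against -0.85 over 6592 autosomal genes, a difference of 0.167, where random lists matched on expression gave -0.048 to 0.046. The difference was 0.118, 0.151 and 0.096 at 1, 2 and 20 h, at percentile 100 of 10000 lists each time. Between the DMSO libraries it was -0.0085, at percentile 0.52 and outside the random range of -0.0065 to 0.0079, so a percentile alone also sets the control pair apart, with a far smaller difference of the other sign. A difference over 0.1 had been planned as the criterion with a permutation p. The 20 h value misses it, and the percentile replaced that p because genes are not replicates. Medians per chromosome, added after the result was seen, were -0.81, -0.86, -0.87 and -0.87 for 2L, 2R, 3L and 3R, -0.68 for X and -0.49 for the 72 genes of chromosome 4. Scaling moves X-linked and autosomal genes alike, and without the index and ribosomal protein genes the difference was 0.172. X-linked genes may therefore respond less to JQ1 as a class, a hypothesis with 1 library per time. Gene length and GC content by chromosome were not tested as explanations, and neither was any mechanism.

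Hsc70-3, which encodes a chaperone of the endoplasmic reticulum and was chosen after its values were seen, had log2 fold changes of -0.04, 0.50, 1.22 and 2.72 at 1, 2, 4 and 20 h, and 2.61 to 3.28 at 20 h over the scalings. A list of 18 other genes of endoplasmic reticulum stress was written after this rise was seen, and 15 were tested, 3 of them in the scaling index. At 20 h their median was 0.48, at percentile 100 of random lists (0.37 to 1.04 over the scalings), with 12 of 15 above 0 and 5 above 2-fold, namely Gp93 (1.41), Calr (1.52), Cnx99A (1.25), ERp60 (1.41) and CaBP1 (1.46). Xbp1 (-0.59), Atf6 (-0.78) and Edem1 (-0.25) were below 0. At 1, 2 and 4 h the percentile was 29.1, 32.1 and 58.9. The rise may thus be part of a wider late response, but the 20 h level rests on 1 library, and a state of that culture unrelated to JQ1 stays open. Hsc70-3 was not called in edgeR (adjusted p-value 0.141, log2 fold change 1.499, higher in 3 of 4 JQ1 libraries).

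The mitochondrial gene mt:ND2, chosen after its values were seen, had 776 and 1062 scaled counts in DMSO and 643, 577, 332 and 153 in JQ1 at 1, 2, 4 and 20 h. It was not called in edgeR (log2 fold change -1.11, adjusted p-value 0.116). At 20 h its log2 fold change was -2.58, where the other tested mitochondrially encoded genes ran from -0.79 (mt:ND1) to 0.39 (mt:ATPase6). Alignments that were not unique made up 22.1% of records in both DMSO libraries and 20.4%, 20.2%, 19.2% and 16.9% in JQ1 at 1, 2, 4 and 20 h.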
